A study of Mus musculus with 24 samples. Its data were reported in "Extracellular Vesicle Secretion by Leukemia Cells In Vivo Promotes CLL Progression by Hampering Antitumor T-cell Responses" (2022).

How the data were processed

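RNA was measured by 3′ end sequencing (QuantSeq 3′ mRNA-Seq FWD, with unique molecular identifiers) in 24 libraries of lymphocytes sorted from the spleens of Foxp3 YFP/Cre mice, in which Foxp3-expressing cells carry a yellow fluorescent protein. Per the labels, the mice were injected daily for 7 days with small extracellular vesicles (sEV) isolated from healthy spleen (HCME-sEV) or from the spleen of TCL1 leukemic mice (LME-sEV). CD4 conventional T cells, CD8 T cells, CD19 B cells and YFP-positive regulatory T cells (Tregs) were then sorted, giving 8 groups of 3 libraries. Each library was assigned to its group by its title and column name, and 0 columns of the table were left unused.

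The deposited values are counts per Ensembl gene of reads collapsed by molecular identifier, not normalized. To make these counts, the authors trimmed reads with cutadapt 2.10 and scripts of their own, aligned them with STAR 2.5.3a to GRCm38 (mm10), collapsed them with UMI-tools 1.0.0 and assigned them to genes with featureCounts of Subread 2.0.0. The annotation release and the strand setting of that counting are not given in the sources used here. The table held 55487 genes, of which 55141 had a symbol and 55227 a position in GENCODE release M21 (GRCm38). Positions and shared exons were taken from that release. Besides the genes marked in the text, at least Nrp1, Lat, Mzb1, Stmn1, Top2a, Cfb, Arpc4, Rpl13, Rps11, Snhg12 and mt-Nd4 share an exon with another gene on 1 strand. The total count per library was 1157227 to 1590467 for CD4 T cells, 1301186 to 1677838 for CD8 T cells, 1840950 to 3352702 for CD19 B cells and 877511 to 1238487 for Tregs.

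Before the data were examined, the comparisons, their tests, the gene lists, the rule for naming genes and a set of alternatives were fixed. Within each subset, LME-sEV was compared with HCME-sEV over 6 libraries. Genes with at least 5 counts in at least 3 of the libraries were kept, counts were scaled by the trimmed mean of M values (TMM), and genes were tested with the two-sided quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3. P-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the limits the study used. The study tested these libraries with NOISeq, which was not available, and the edgeR quasi-likelihood test replaced it. Levels are given in CPM, counts scaled to a common library size by TMM, as mean ± SD, and fold changes as log2 ± SE on the scale of the fit. Levels within a subset were scaled over its 6 libraries, and levels compared between subsets over all 24 libraries. A fit of all 24 libraries with 8 groups tested whether the effect of LME-sEV differed between subsets (F-test with 3 degrees of freedom), the effect averaged over subsets, the CD8 effect against the mean of the others and against each other subset, and the subsets against each other. The interaction was called at an adjusted p under 0.05 alone.

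In all, 38 gene lists were fixed, covering lineages, other cell types that a sort could hold, immune programs, metabolism and 9 genes linked to the study. The sex-linked genes served as a check and were not tested. Each list with at least 3 tested members was tested with camera of limma 3.58.1, a competitive test of the list against all other genes, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Each test was repeated with the inter-gene correlation estimated from the data, and with fry, which tests the list's own genes. Fry is given in its directional form, which asks whether those genes moved together in the same direction. Its form for changes in mixed directions, which passed further lists in CD8 T cells and CD19 B cells, was not used for calls. Members were also counted at an adjusted p under 0.05 over all genes and adjusted over the list alone. The mean log2 CPM (prior count 2) of the pan T, B cell and erythroid lists was compared between agents by a two-sided exact permutation test, which with 3 libraries against 3 cannot give a p below 0.1. A gene was counted as separated when every library of one agent lay beyond every library of the other, which chance gives for 10% of genes on average over splits if the libraries are exchangeable, which those of HCME Tregs may not be. Correlated genes can take a single split well away from that average. The share was not computed for the other splits, so an excess over 10% was not tested.

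For each comparison the text names up to 10 genes per direction with the smallest p among the called and separated genes, leaving out predicted genes (Gm and Rik symbols and bare accessions). Where fewer than 3 were called in a direction, the 3 genes (5 in CD8 T cells) with the smallest p and complete separation are named as not passing. The 9 genes linked to the study, of which its text names 6 in these mice, are given in CD8 T cells whatever their values. For each list described, up to 4 members with the smallest p are named. For the tests over 24 libraries, the 5 genes with the smallest adjusted p are named. For comparisons between subsets, lineage markers and the 3 largest fold changes per direction are named, with predicted genes left out there too. A gene outside these rules is named as chosen after its values were seen.

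These alternatives were the median-ratio scaling of DESeq2 1.42.0 (RLE), the DESeq2 test, limma-voom, a moderated difference with a null from the other splits of the libraries, other low-count filters, all 24 libraries in 1 fit, the replicate number as a block, counts thinned to the smallest library, no fold limit, and each library left out in turn. Further alternatives were chosen after seeing the data. These were the 18 T cell libraries in 1 fit with and without the mean of the pan T or of the B cell list as a covariate, genes that share no exon on 1 strand, leaving out CD4 HCME replicate 1 and CD19 HCME replicate 1, and the HCME Treg libraries summed to 1. The last was added because those libraries differed by less than the sampling noise, averaged over genes.

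The spread between libraries of a group was compared with sampling noise as the chi-square per degree of freedom of each pair of libraries. For the counts of genes and lists within a subset, the same test was run on the 10 splits of 3 libraries against 3. For the interaction and the averaged effect it was run on 100 drawn splits. Between subsets, 100 drawn splits used a simpler fit of 2 groups without the agent, on the libraries of both subsets or, for CD19 B cells, on all 24, so their counts differ from those of the fit with 8 groups. The CD8 effect against the others was not split. The pipeline was tested on simulated data with the totals and spread of these libraries and 200 changed genes. With 3 libraries against 3, it called 65.7% to 72.9% of genes changed by 1 on the log2 scale and 92.9% to 96.0% of genes changed by 2, and 5.33% to 10.3% of its calls were false. For the interaction these shares were 26.8% and 70.7%, with 6.80% of calls false, for the CD8 effect against the mean of the others 34.0% and 67.7%, and for the averaged effect 76.3% and 83.5%. A list of 20 genes shifted by 0.5 was found in each of the 4 subsets, and 0 of 30 unchanged lists were called. Simulated genes varied independently of each other, so this does not test list calls among correlated genes. In CD8 T cells the estimated inter-gene correlation was 0.557 for the pan T list and 0.608 for the B cell list. Figures were drawn with matplotlib 3.10.9, and tables were handled with pandas 2.3.3 in Python 3.11.15.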

Results

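Gene expression was measured by 3′ end sequencing in 24 libraries of spleen lymphocytes from mice injected daily for 7 days with LME-sEV, the small vesicles of leukemic spleen, or HCME-sEV, those of healthy spleen. CD4 conventional T cells, CD8 T cells, CD19 B cells and YFP-positive Tregs each gave 3 libraries per agent. The total count per library was 1157227 to 1590467 in CD4 T cells, 1301186 to 1677838 in CD8 T cells and 877511 to 1238487 in Tregs. CD19 HCME replicate 1 held 1840950 counts and the other CD19 libraries 3096951 to 3352702. Between 13556 and 14954 genes had a count in CD19 libraries and 20194 to 20828 in Tregs. Pairs of libraries of 1 group differed by 1.13 to 9.88 times the variance of sampling noise, except in HCME Tregs, where this ratio was 0.819 to 0.867. Averaged over genes, the 3 HCME Treg libraries differed by less than the sampling noise, so they may not be separate samples. They were counted as 1 sample in the mean levels of Tregs and of T cells, while the fits hold all 3 unless stated. Some T cell genes, named after their values were seen, varied more between them. Ikzf2 stood at 103, 53.2 and 125 CPM and Cd27 at 103, 58.7 and 124 CPM. Igkc stood at 3085, 3099 and 3074 CPM. Nothing in the labels says that replicates came from separate animals, so the p-values measure only the spread between these libraries, which may be technical.

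Lineage genes were compared first, to see which cells each library held. Il2ra, the high-affinity interleukin-2 receptor chain carried by Tregs, stood at a mean of 92.0 CPM in HCME Tregs, counted as 1 sample, 90.03 ± 23.7 CPM in LME Tregs (SD, n = 3) and 6.05 ± 2.99 CPM in 6 CD4 libraries. The log2 difference was 3.94 ± 0.28 with HCME Tregs as 1 sample (SE, adjusted p = 8.04e-12) and 3.93 with all libraries. Of the Treg list, Klrg1 (2.60), Itgae (2.24), Tnfrsf4 (1.95), Lrrc32 (1.91), Ikzf2 (1.42), Tnfrsf18 (0.94) and Nrp1 (0.77) were also higher in Tregs on the log2 scale. Other genes of that list were lower in Tregs, Il10 (4.43 against 12.1 CPM, -1.52, adjusted p = 0.00126), Ebi3 (-0.47, adjusted p = 0.0181) and Capg (-0.46, adjusted p = 0.00294), and still passed with HCME Tregs as 1 sample. Izumo1r (0.66) and Ikzf4 (0.78) did not pass with HCME Tregs as 1 sample (adjusted p = 0.0753 and 0.0667). Ctla4 differed by 0.24 and Gpr83 by 0.59, with an adjusted p of 0.493 and 0.233. Foxp3, the transcription factor that defines Tregs, had a mean of 0.708 CPM in HCME and 0.979 CPM in LME Tregs and at most 0.294 CPM in the groups of the other subsets. The cause of these low counts was not tested. Cd4 was lower in Tregs than in CD4 T cells (57.6 against 118 CPM), and Cd8a was higher (34.1 against 1.75 CPM). Of 14389 genes tested, 2064 were higher and 751 lower in Tregs, with an adjusted p under 0.05 and a log2 difference beyond 1, and with HCME Tregs as 1 sample 1949 and 690. These counts cannot be put down to cell type alone. Genes with a count numbered 20194 to 20828 in Treg libraries and 15697 to 16459 in CD4 libraries. Xist, the RNA of the inactive X chromosome, stood at 546 to 780 CPM in Tregs and 44.8 to 69.9 CPM in CD4 libraries. The largest positive differences were in Mroh2a (57.8 against 0.294 CPM), Olfr1258 and Nwd2. The last pair had 0 counts in CD4 T cells and stood at least 57.3-fold and 54.1-fold over a floor of 3 counts in that group, from the summed counts of all 6 Treg libraries. Foxo6 (0.199 against 3.54 CPM), Ociad2 (1.75 against 6.31 CPM) and Cnksr2, which had 0 counts in Tregs and 1.13 CPM in CD4 T cells, had the largest negative ones.

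CD8 and CD4 T cells differed at their co-receptors. Cd8a stood at 272 ± 88.7 CPM in CD8 and 1.75 CPM in CD4 T cells (log2 difference 7.28 ± 0.21), and Cd8b1 at 381 ± 88.1 and 6.45 CPM (5.82 ± 0.16, adjusted p = 2.95e-22). Cd4 stood at 0.561 CPM in CD8 and 118 CPM in CD4 T cells (-7.63). Cd40lg (-7.09), the CD40 ligand of helper T cells, Ly6c1 (-7.09) and Zbtb7b (-1.34), a factor of the CD4 lineage, were lower in CD8 T cells, and Runx3 (0.93), a factor of the CD8 lineage, was higher. Slc6a19 and Eng had 0 counts in CD4 T cells and stood at least 32.2-fold and 13.4-fold over a floor of 3 counts in that group. In all, 101 genes were higher and 33 lower in CD8 T cells, and 99 and 34 with HCME Tregs as 1 sample in this fit.

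Between CD19 B cells and the mean of the T cell subsets, 1114 genes were higher and 2994 lower in B cells (1116 and 3022 with HCME Tregs as 1 sample). Over genes that share no exon with another gene on 1 strand, 1092 were higher and 2329 lower, and 21.1% of the genes called lower share such an exon. Fcer2a, the low-affinity IgE receptor of follicular B cells, stood at 506 ± 43.0 CPM in 6 CD19 libraries and 27.8 CPM in T cell libraries (log2 difference 4.19). Cr2, the complement receptor of mature B cells, stood at 2113 and 144 CPM (3.905), Map3k19 at 12.3 and 0.745 CPM (4.30), and Fsip1 at 3.21 and 0.169 CPM (4.28). Other B cell transcripts were abundant in T cell libraries. Ms4a1 had a mean of 2181 CPM in CD19 and 1081 CPM in T cell libraries, Cd19 a mean of 665 and 409 CPM, and Igkc, the immunoglobulin kappa constant region, a mean of 3578 and 4088 CPM. Genes of the B cell list lay at a median log2 ratio of -0.98 to their CD19 level in the CD4 and CD8 libraries and -1.73 in Tregs. Cd8a had 0 counts in CD19 libraries. RPS10-NUDT3, SPATA24 and Snora81 also had 0 counts there and stood at 1051, 486 and 437 CPM in T cell libraries, and each shares an exon with another gene on 1 strand. Further, 101 genes had at least 20 CPM in every T cell library and at most 1 CPM in every CD19 library, and 80.2% of these share such an exon, against 10.3% of all genes tested.

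**Figure D1:**
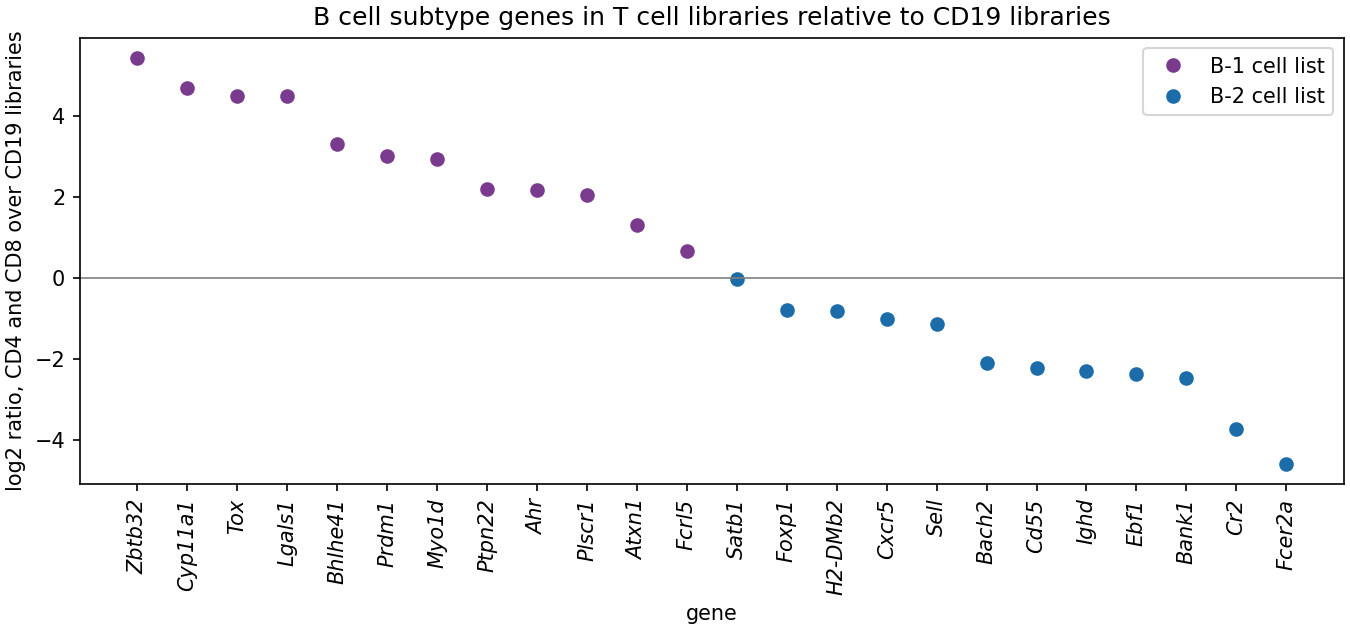
Each point is a gene, placed on the vertical axis by the log2 ratio of its mean CPM (plus 1) in CD4 and CD8 libraries over CD19 libraries, in lists of genes of B-1 cells and of B-2 cells, both chosen after levels were seen. The median is 2.97 for the B-1 list and -2.18 for the B-2 list. It is -0.98 for the list of B cells in general, which is not drawn.

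The central comparison was of CD8 T cells after LME-sEV and HCME-sEV, the subset in which the study saw changed expression. Ms4a4b, a membrane protein of T cells (ENSMUSG00000056290, GRCm38 chromosome 19, 11443553 to 11467055), fell from 1246 ± 217 to 573 ± 59.8 CPM (SD, n = 3 per group), a log2 fold change of -1.12 ± 0.14 (SE, adjusted p = 0.0153). Cd27, a costimulatory receptor of the TNF receptor family (ENSMUSG00000030336, chromosome 6, 125232622 to 125237010), fell from 212 ± 67.6 to 83.2 ± 16.2 CPM (-1.35 ± 0.21, adjusted p = 0.0447). Cd226, an activating receptor of T and NK cells (ENSMUSG00000034028, chromosome 18, 89176967 to 89272229), fell from 88.8 ± 26.0 to 37.4 ± 10.1 CPM (-1.24 ± 0.23, adjusted p = 0.0478). Stat4, which carries the interleukin-12 signal (ENSMUSG00000062939, chromosome 1, 51987148 to 52107189), fell from 53.3 ± 7.53 to 23.7 ± 3.97 CPM (-1.16 ± 0.19, adjusted p = 0.0455). Lcn4, a lipocalin (ENSMUSG00000026919, chromosome 2, 26667674 to 26671282), fell from 48.3 ± 14.8 to 10.3 ± 5.10 CPM (-2.27 ± 0.31, adjusted p = 0.0224). Cd27 and Stat4 each share an exon with another gene on 1 strand.

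Gprin3 (-1.39), Arhgap15 (-1.004), a GTPase-activating protein for Rac, Traj18 (-1.29), a T cell receptor joining segment, Nlrc3 (-1.58), a negative regulator of T cell activation, Znrf1 (-1.62) and Lpar6 (-1.08) also fell on the log2 scale. Their adjusted p lay between 0.0455 and 0.0478. In the same LME libraries the pan T median was -0.62 and the B cell median 0.40 on the log2 scale. Ddx3y, a gene of the Y chromosome named after its values were seen, fell from 167 ± 25.3 to 92.3 ± 11.2 CPM (-0.86 ± 0.15, adjusted p = 0.0477). Xist, the RNA of the inactive X chromosome and named likewise, had a value of 0.53 (adjusted p = 0.236) and was separated by agent. Of 11871 genes tested, 0 were higher and 17 lower at both limits, and 2 were higher and 24 lower at an adjusted p under 0.05 alone. Among the latter, Cd28, the main costimulatory receptor of naive T cells, fell from 94.9 ± 15.4 to 52.8 ± 2.34 CPM (-0.85 ± 0.16, adjusted p = 0.0478). Stoml1 rose from 122 ± 11.6 to 205 ± 13.1 CPM (0.74 ± 0.13, adjusted p = 0.0455), and March1, a ubiquitin ligase that acts on MHC class II, rose from 37.2 ± 2.27 to 66.4 ± 3.73 CPM (0.84 ± 0.15, adjusted p = 0.0478). Litaf (0.77, adjusted p = 0.0524), Inppl1 (0.68, adjusted p = 0.0572) and Hba-a1 (0.70, adjusted p = 0.0606) had the next smallest p among genes with positive values and did not pass. At an unadjusted p under 0.05 stood 1870 genes (15.8%), 836 higher and 1034 lower, and 22.7% of genes were separated by agent, where chance gives 10% on average over splits. The excess over that average was not tested. The number of called genes was 7 without HCME replicate 1, 0 without HCME replicate 2, 0 without HCME replicate 3, 0 without LME replicate 1, 3 without LME replicate 2 and 87 without LME replicate 3. It was 37 with DESeq2, 1 with limma-voom, 0 with the moderated difference and 0 with the replicate number as a block. Over the 18 T cell libraries it was 3 with the mean of the pan T list as a covariate and 0 with that of the B cell list. In that last fit Ms4a4b turned to 0.21 (adjusted p = 0.892), while the 24 genes lower at an adjusted p under 0.05 had a median of -0.21.

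A fixed list of 9 genes linked to the study was read in CD8 T cells. The study's text named Cd27, Cd226, Ms4a4b, Slc7a5, Itpkc and Fgr in these mice and Cd96 and Tnfrsf4 in cells treated ex vivo, and did not name Klrd1. It also reported, from another experiment on cells treated ex vivo, lower Slc7a5, CD27, CD96 and CD226 and higher Itpkc and Fgr. Of the 9, Ms4a4b, Cd27 and Cd226 passed. Klrd1, the CD94 receptor of NK and CD8 T cells, had a log2 fold change of -1.47 ± 0.31 (adjusted p = 0.0613), Slc7a5, an amino acid transporter, -1.04 (adjusted p = 0.213), Tnfrsf4 -1.24 (adjusted p = 0.239) and Cd96 -0.48 (adjusted p = 0.267). The kinases Fgr and Itpkc had values of 1.07 (adjusted p = 0.170) and 1.09 (adjusted p = 0.225). Adjusted over the list alone, 7 were lower and 2 higher, against 3 lower over all genes. As a list they fell (median -1.12, adjusted p = 5.55e-07, and adjusted p = 0.334 with an estimated correlation). The study chose 6 of these genes on these samples, so the list is not independent evidence of its direction.

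**Figure D2:**
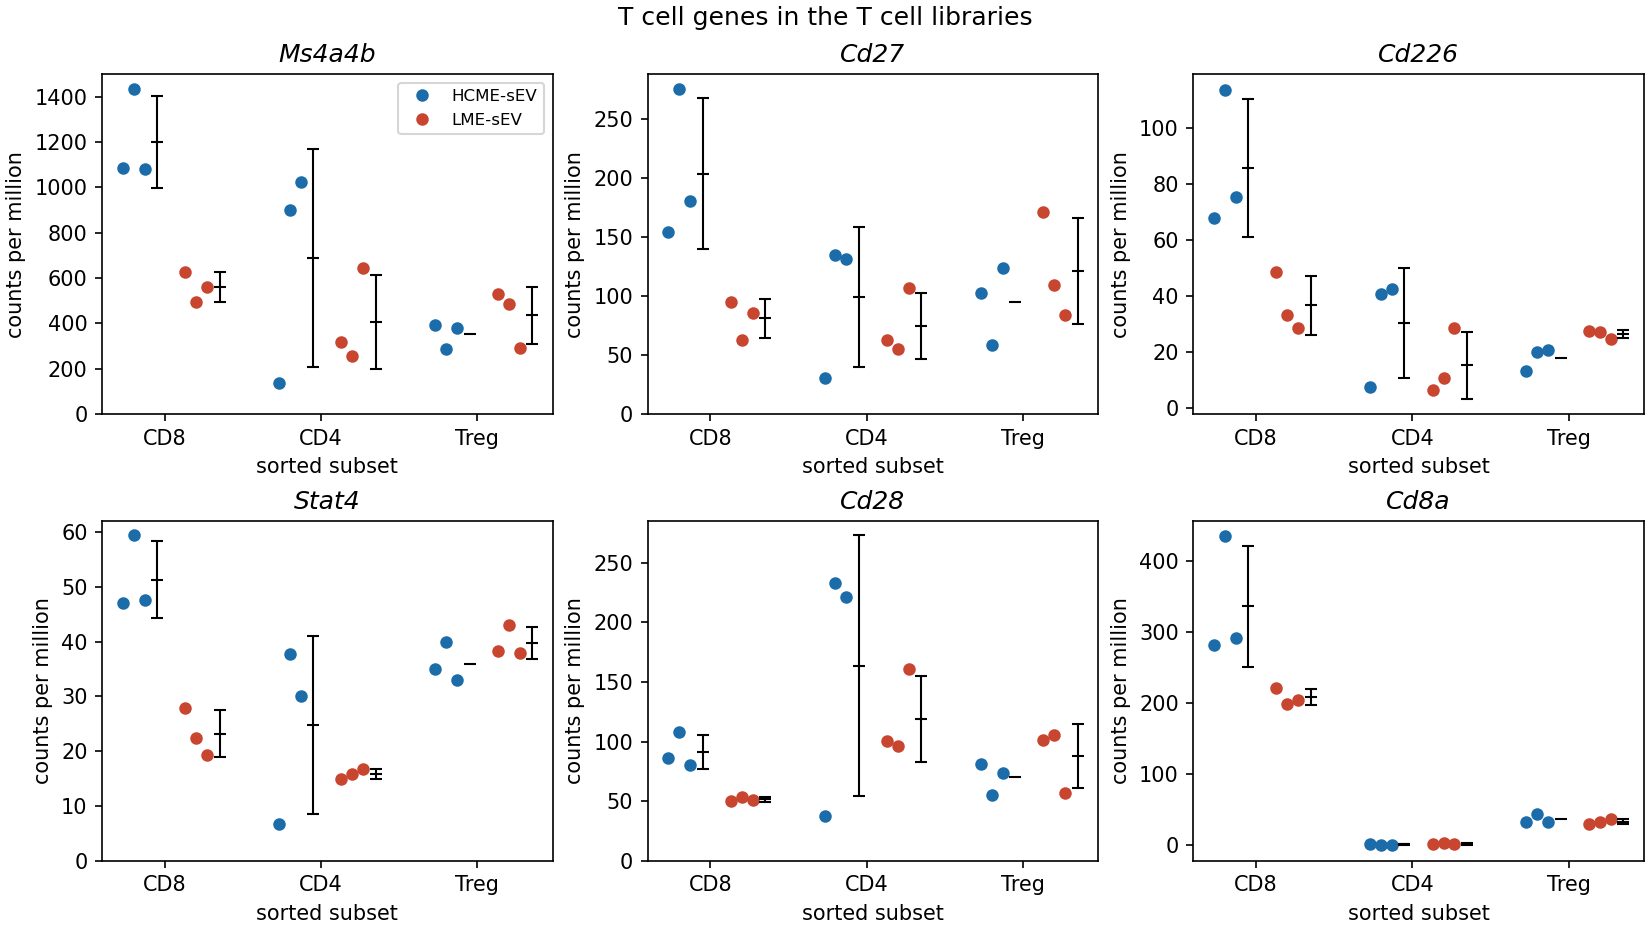
Each point is a library and each bar the mean with its SD (n = 3, except HCME Tregs, counted as 1 sample and drawn as a mean alone) of the level in CPM, scaled over all 24 libraries, of Ms4a4b, Cd27, Cd226, Stat4, Cd28 and Cd8a in CD8 T cells, CD4 T cells and Tregs by agent. In CD8 T cells the LME libraries lie below all HCME libraries for each of these genes.

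Groups of genes that fell in CD8 T cells were mostly those of T cells themselves. The pan T list fell (16 genes, median log2 fold change -0.62, adjusted p = 3.14e-13, and adjusted p = 0.334 with an estimated correlation). Of its genes, 1 was lower over all genes and 13 adjusted over the list alone, among them Cd28, Bcl11b (-0.77), Cd3g (-0.94) and Lat (-0.72). The CD8 lineage list fell (median -0.63, adjusted p = 0.000312, and adjusted p = 0.334 with an estimated correlation), with 0 of 4 genes lower over all genes and 4 adjusted over the list alone. Cd8a, the CD8 alpha chain, stood at 349 ± 90.5 CPM with HCME-sEV and 213 ± 8.53 CPM with LME-sEV (-0.71 ± 0.16, adjusted p = 0.0712 over all genes). Runx3 (-0.56), Cd8b1 (-0.43) and Crtam (-0.78) made up the rest. The costimulation list fell (13 genes, median -0.65, adjusted p = 1.7e-08, and adjusted p = 0.334 with an estimated correlation), with 3 genes lower over all genes and 7 adjusted over the list alone. Besides Cd27, Cd28 and Cd226 these included Tnfsf8 (-0.93), the CD30 ligand. Genes of naive and central memory T cells fell (16 genes, median -0.49, adjusted p = 2.63e-07, and adjusted p = 0.334 with an estimated correlation). None of them passed over all genes and 9 adjusted over the list alone, among them Nsg2 (-0.74), Il6ra (-0.75), Tcf7 (-0.73), a factor of naive T cells, and Dapl1 (-0.62). In the same LME libraries the median of the B cell list was higher by 0.40, of the plasma cell list by 0.51 and of the erythroid list by 0.42.

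Interferon-gamma-induced genes fell (25 genes, median -0.38, adjusted p = 3.22e-06, and adjusted p = 0.334 with an estimated correlation), with 0 lower over all genes and 6 adjusted over the list alone. These held the guanylate-binding proteins Gbp8 (-1.15), Gbp4 (-0.76) and Gbp9 (-0.76), and Iigp1 (-1.28), GTPases of cell-autonomous defense. Gbp8, Gbp4 and Gbp9 share exons with each other, so they are not separate evidence. Over genes that share no exon with another gene on 1 strand, 15 genes of this list were left, with a median of -0.23 (adjusted p = 0.00182, and adjusted p = 0.329 with an estimated correlation) and 2 lower adjusted over the list alone. The type I interferon list fell (46 genes, median -0.16, adjusted p = 0.00402, and adjusted p = 0.383 with an estimated correlation), with 0 past over all genes, and 7 lower and 1 higher adjusted over the list alone. Its smallest p-values were those of Ifi214 (-1.27), Ifi213 (-0.92) and Ifi203 (-0.55), interferon-induced genes of the HIN-200 family, and of Herc6 (-0.85). Ifi203 and Herc6 share an exon with another gene, and over genes that share none this call was lost (adjusted p = 0.0506). MHC class I genes fell (9 genes, median -0.17, adjusted p = 0.00375, and adjusted p = 0.350 with an estimated correlation), with 0 over all genes and 3 adjusted over the list alone, H2-Q4 (-1.40), H2-Q7 (-0.65) and H2-T22 (-0.80). Cytotoxic effector genes fell (18 genes, median -0.34, adjusted p = 0.0231, and adjusted p = 0.350 with an estimated correlation), with 2 lower adjusted over the list alone, Klrd1 and Nkg7 (-0.47), and 0 over all genes. This call was lost without HCME replicate 1 (adjusted p = 0.387) and without LME replicate 3 (adjusted p = 0.0950). Targets of the gamma-chain cytokines fell (8 genes, median -0.30, adjusted p = 0.0261, and adjusted p = 0.334 with an estimated correlation), with 2 lower adjusted over the list alone, Socs3 (-1.12) and Il7r (-0.48), and 0 over all genes. It was the only list of the 32 tested in CD8 T cells to pass fry (adjusted p = 0.0247), and its camera call was lost without HCME replicate 1 (adjusted p = 0.0634) or HCME replicate 3 (adjusted p = 0.0792). The medians of the B cell, plasma cell and erythroid lists in these libraries rose as given for the T cell lists.

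The lists that rose in CD8 T cells were led by B cell genes. The B cell list rose (21 genes, median 0.40, adjusted p = 2.79e-12, and adjusted p = 0.334 with an estimated correlation), and 21 of 21 genes had positive values. Over all genes 0 passed and adjusted over the list alone 16 were higher, among them Cd79b (0.53), which went from 371 ± 42.6 to 536 ± 29.6 CPM, Cd19 (0.50), Blk (0.54) and H2-Eb1 (0.45). The plasma cell list rose (13 genes, median 0.51, adjusted p = 0.000114, and adjusted p = 0.334 with an estimated correlation), with 0 higher over all genes and 4 adjusted over the list alone. Those were the light chain constant gene Iglc1 (0.51), Mzb1 (0.44), Igha (0.68) and Jchain (0.52). Erythroid genes rose (7 genes, median 0.42, adjusted p = 0.000306, and adjusted p = 0.339 with an estimated correlation), with 0 higher over all genes and 4 adjusted over the list alone, the hemoglobin genes Hba-a1, Hba-a2 (0.72), Hbb-bt (0.51) and Hbb-bs (0.42). Oxidative phosphorylation genes rose (67 genes, median 0.21, 55 positive, adjusted p = 1.34e-06, and adjusted p = 0.339 with an estimated correlation). None passed either over all genes or adjusted over the list alone, and Uqcr10 (0.48), Ndufa12 (0.46) and Atp5e (0.47) were among the smallest p-values. Proliferation genes rose (31 genes, median 0.22, adjusted p = 0.00375, and adjusted p = 0.339 with an estimated correlation), with 0 passing over all genes and 0 adjusted over the list alone, and values of 0.60 for Mki67, 0.64 for Stmn1 and 0.42 for Top2a. This call was lost without HCME replicate 2 (adjusted p = 0.0585) and without LME replicate 2 (adjusted p = 0.0582). Heat shock genes rose (12 genes, median 0.20, adjusted p = 0.00633, and adjusted p = 0.339 with an estimated correlation), with 0 over all genes and 3 adjusted over the list alone, the chaperones Hsph1 (0.52), Hspa5 (0.36) and Dnajb1 (0.58). Their call was lost without HCME replicate 2 (adjusted p = 0.0696).

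Averaged per library, the pan T list stood at a mean log2 CPM of 7.48 ± 0.27 with HCME-sEV and 6.91 ± 0.12 with LME-sEV in CD8 T cells (SD, n = 3 per group, exact permutation p = 0.1, the smallest that 3 libraries against 3 can give). The B cell list stood at 8.26 ± 0.25 and 8.70 ± 0.07 (exact permutation p = 0.1) and the erythroid list at 4.29 ± 0.26 and 4.54 ± 0.15 (exact permutation p = 0.3). Of the 32 lists, 6 rose and 10 fell, and 0 passed with an estimated correlation, the smallest adjusted p being 0.334. With the mean of the pan T list as a covariate over 18 libraries 9 of the 16 calls were lost, and with that of the B cell list 6 were lost and 8 turned direction. Of those 8, the pan T and the naive and central memory lists passed camera in the opposite direction (adjusted p = 2.37e-07 and 0.000192). A covariate made of a list's own genes removes its call, so each fit says nothing on the list its covariate came from. The lists outside the 16 called did not pass in CD8 T cells. Adjusted p was 0.129 for B cell activation, 0.156 for NK cells, 0.161 for ribosomal proteins, 0.181 for glycolysis, 0.211 for chemokine receptors and adhesion, 0.342 for immediate early genes, 0.342 for vesicle biogenesis, 0.351 for cholesterol synthesis and 0.366 for Treg genes. It was 0.438 for monocytes and macrophages, 0.601 for mitochondrially encoded genes, 0.671 for p53 targets, 0.716 for amino acid transport and 0.898 for the actin cytoskeleton. Predicted targets of the vesicle microRNAs had a median of -0.11 (adjusted p = 0.211), with 1 gene lower over all genes and 2 adjusted over the list alone. For inhibitory receptors and exhaustion the median was -0.11 and the mean -0.03, whereas the test pointed up (adjusted p = 0.950).

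**Figure D3:**
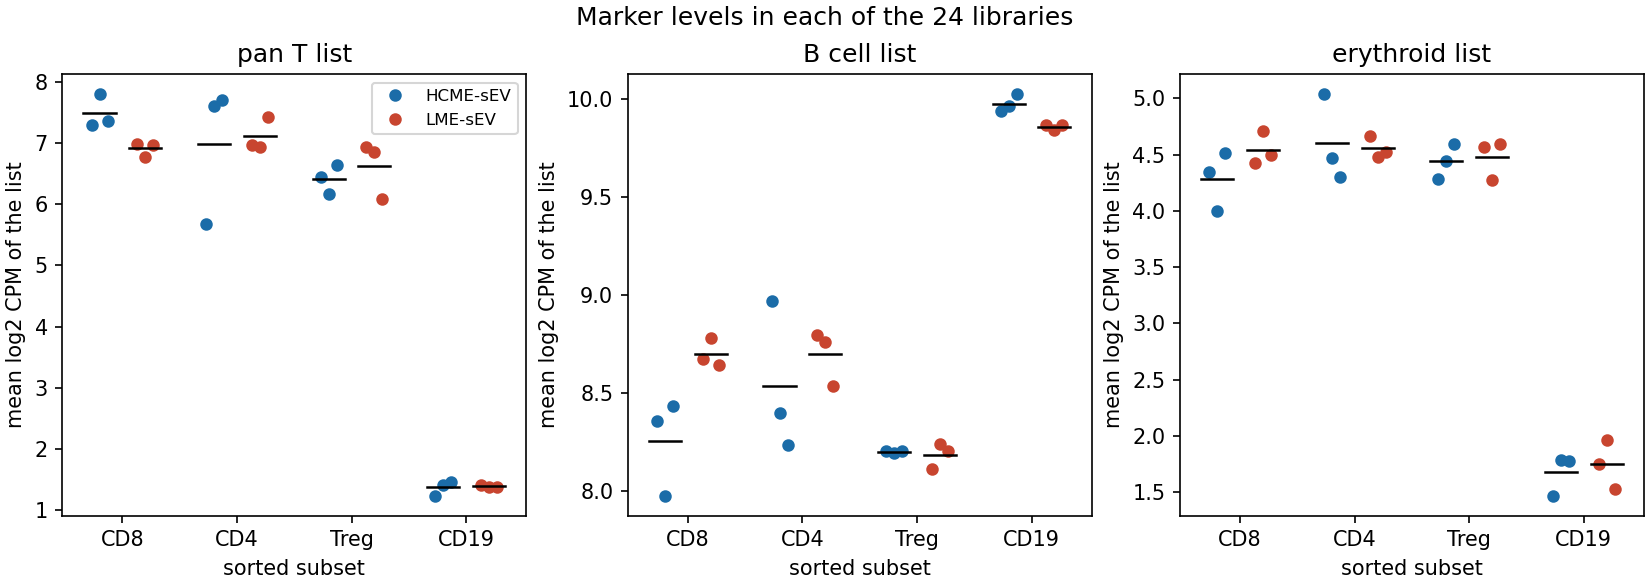
Each point is a library, placed by the mean log2 CPM of the pan T, B cell or erythroid list, for the 4 subsets and both agents, and the black line is the mean of the 3 libraries of a group. In CD8 T cells the pan T list lies lower with LME-sEV (6.91 against 7.48) and the B cell list higher (8.70 against 8.26), and CD4 HCME replicate 1 lies apart at 5.67 for the pan T list.

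In CD4 conventional T cells the question was whether LME-sEV changed helper T cells too. Genes called lower in CD8 T cells had log2 values here of -0.99 for Cd226, -0.81 for Ms4a4b, -0.71 for Stat4, -0.45 for Cd27, -1.38 for Gprin3 and -0.78 for Nlrc3. None passed (adjusted p = 0.993 each). With edgeR, 0 of 11552 genes passed, the smallest adjusted p was 0.993, and 498 genes stood at an unadjusted p under 0.05. DESeq2, limma-voom and the moderated difference also called 0, with 113, 460 and 477 genes at an unadjusted p under 0.05. Separation by agent held for 10.1% of genes, where chance gives 10% on average over splits. Among separated genes the smallest p-values were those of Mdm4 (-0.53), an inhibitor of p53, Sntb2 (-0.92) and Clk1 (-0.45), and with positive values Cfb (2.96), the complement factor B, Scand1 (0.43) and Psmb2 (0.71), none of which passed. CD4 HCME replicate 1 stood apart, with a pan T mean of 5.67 against 6.94 to 7.69 in the other CD4 libraries. Without it, 7 genes were higher and 94 lower. Of these 94, 11 were among the 17 called lower in CD8 T cells, including Ms4a4b, Cd226, Stat4, Gprin3, Znrf1, Traj18 and Nlrc3, where lists drawn independently from 11227 genes would share 0.142. The remaining HCME libraries then stood at a pan T mean of 7.60 and 7.69 against 6.97, 6.94 and 7.42 with LME-sEV, and at a B cell mean of 8.40 and 8.23 against 8.80, 8.76 and 8.54. The CD8 libraries shifted in the same direction on both lists. Across genes, which are not independent replicates, the fold changes of CD8 and CD4 T cells had a rank correlation of 0.289, and of 0.459 without that library.

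Of 32 lists tested in CD4 T cells, 3 rose with camera and 0 passed fry (smallest adjusted p 0.928). Ribosomal protein genes rose (83 genes, median 0.12, 78 positive, adjusted p = 6.48e-09, and adjusted p = 0.997 with an estimated correlation), with values of 0.29 for Rps24 and 0.23 for Rpl13. Genes of the actin cytoskeleton rose (38 genes, median 0.09, 31 positive, adjusted p = 0.000222, and adjusted p = 0.311 with an estimated correlation), with values of 0.84 for Pfn1, profilin, and 0.28 for Arpc4, a subunit of the Arp2/3 complex. Oxidative phosphorylation genes rose (67 genes, median 0.07, adjusted p = 0.0308, and adjusted p = 0.997 with an estimated correlation), with a value of 0.30 for Ndufa13. In each of these lists 0 genes passed over all genes and 0 adjusted over the list alone. The B cell list had a median of 0.10 (adjusted p = 0.0555). Without HCME replicate 2 the ribosomal call was lost (adjusted p = 0.0569), and that of oxidative phosphorylation was lost without HCME replicate 2 (adjusted p = 0.674), HCME replicate 3 (adjusted p = 0.639), LME replicate 1 (adjusted p = 0.343) or LME replicate 2 (adjusted p = 0.0825).

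Tregs were compared to see whether LME-sEV acted on suppressor T cells. Igfbp4, a marker of naive T cells that binds insulin-like growth factors, had a log2 value of 0.73 ± 0.15, Als2cl 1.21 ± 0.25 and Rpl35, a protein of the large ribosomal subunit, -0.37 ± 0.07, and none passed (adjusted p = 0.118 each). Nacc2 (0.98, adjusted p = 0.204), Clec2i (-0.56) and Fam129a (-0.61, both with adjusted p = 0.243) were next among the separated genes. With edgeR, 0 of 12175 genes passed and 845 stood at an unadjusted p under 0.05. DESeq2, limma-voom and the moderated difference also called 0, with 153, 937 and 716 genes at an unadjusted p under 0.05. Separation by agent held for 11.7% of genes, a share with no sure chance level to set it against, as the HCME libraries may not be separate samples. With the HCME libraries counted as 1 sample, 0 genes passed and 468 stood at an unadjusted p under 0.05. Without LME replicate 3, 4 genes were higher and 7 lower.

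Of 35 lists tested in Tregs, 7 rose and 5 fell with camera and 0 passed fry (smallest adjusted p 0.274), and the markers of T cells were among those that rose. The pan T list rose (16 of 16 genes positive, median 0.27, adjusted p = 2.07e-06, and adjusted p = 0.541 with an estimated correlation), with 0 higher over all genes and 0 adjusted over the list alone, and a value of 0.39 for Trac, the T cell receptor alpha constant region. Genes of naive and central memory T cells rose (median 0.16, adjusted p = 2.51e-07, and adjusted p = 0.541 with an estimated correlation), with 0 over all genes and 6 adjusted over the list alone, among them Igfbp4, Tcf7 (0.57), Il6ra (0.55) and Il7r (0.42). Type I interferon genes rose (41 genes, 36 positive, median 0.26, adjusted p = 2.23e-07, and adjusted p = 0.541 with an estimated correlation), with 0 passing over all genes and 0 adjusted over the list alone. Their values included 0.55 for Ifi213 and 0.91 for Ifit1, a binder of viral RNA. The interferon gamma list (median 0.17, adjusted p = 0.0180, and adjusted p = 0.605 with an estimated correlation) and the costimulation list (median 0.17, adjusted p = 0.0189, and adjusted p = 0.541 with an estimated correlation) rose too. So did the CD4 lineage list (3 genes, median 0.70, adjusted p = 0.0180, and adjusted p = 0.541 with an estimated correlation), with 0 over all genes and 2 adjusted over the list alone, Cd4 (0.70) and Cd40lg (0.89). Genes of the actin cytoskeleton rose (median 0.08, adjusted p = 0.00316, and adjusted p = 0.541 with an estimated correlation), with 1 adjusted over the list alone, Actr2 (0.39), and 0 over all genes. In these libraries the B cell list stood at a mean log2 CPM of 8.20 with HCME-sEV and 8.19 with LME-sEV. The pan T mean was 6.93 in LME replicate 1, 6.86 in LME replicate 2 and 6.08 in LME replicate 3, below the 6.17 to 6.64 of HCME Tregs.

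Ribosomal protein genes fell in Tregs (65 of 83 negative, median -0.09, adjusted p = 1.81e-11, and adjusted p = 0.541 with an estimated correlation), with 0 lower over all genes and 12 adjusted over the list alone, among them Rpl35, Rpl35a (-0.34) and Rps11 (-0.31). Oxidative phosphorylation genes fell (median -0.07, adjusted p = 0.0139, and adjusted p = 0.541 with an estimated correlation), with 1 lower adjusted over the list alone, Cox7c (-0.35), and 0 over all genes. Mitochondrially encoded genes (8 of 8 negative, median -0.07, adjusted p = 0.0180), amino acid transport (median -0.15, adjusted p = 0.0418) and 3 dendritic cell genes (median -0.37, adjusted p = 0.0438) fell, with adjusted p = 0.541 with an estimated correlation for each. The Treg list itself had a median of -0.01 (adjusted p = 0.784). In the same libraries the pan T median was 0.27. With the HCME libraries counted as 1 sample, 4 calls were lost, those of interferon gamma (adjusted p = 0.0645), amino acid transport (adjusted p = 0.0663), mitochondrially encoded genes (adjusted p = 0.0709) and actin (adjusted p = 0.0629), and the dendritic cell list had fewer than 3 genes left to test. Over the 18 T cell libraries with the pan T mean as a covariate, 10 of the 12 calls were lost, among them those of ribosomal proteins (adjusted p = 0.129), naive genes (0.218) and pan T (0.925), the costimulation list turned (0.868) and type I interferon was kept. The loss of the pan T call is fixed by that covariate. Over these libraries with no covariate, 7 were lost. Over genes that share no exon with another gene, the interferon gamma call was lost (adjusted p = 0.357) and the dendritic cell list was too short to test. The ribosomal, type I interferon and naive lists passed with each library left out in turn. Without LME replicate 1, the calls of pan T (adjusted p = 0.116), costimulation (0.799), interferon gamma (0.616), actin (0.0910), oxidative phosphorylation (0.110), mitochondrially encoded genes (0.110), amino acid transport (0.118), the CD4 lineage (0.134) and dendritic cells (0.134) were lost. Without LME replicate 2, those of costimulation (0.0946), interferon gamma (0.435), actin (0.0659), mitochondrially encoded genes (0.328) and amino acid transport (0.328) were lost, and without LME replicate 3 that of dendritic cells (0.129). Without HCME replicate 1 the CD4 lineage call was lost (0.0670). Without HCME replicate 2, costimulation (0.322), interferon gamma (0.160), the CD4 lineage (0.160), mitochondrially encoded genes (0.103) and amino acid transport (0.0798) no longer passed. Without HCME replicate 3, oxidative phosphorylation (0.185), mitochondrially encoded genes (0.0643) and amino acid transport (0.171) no longer passed.

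CD19 B cells were the subset that took up the vesicles most often in the study's assay in injected mice, whereas ex vivo the study saw similar uptake in all subsets. Of 11520 genes tested in them, 3 passed. Smim26, a small integral membrane protein (ENSMUSG00000074754, chromosome 2, 144594054 to 144595366), fell from 16.8 ± 3.62 to 5.09 ± 0.52 CPM (SD, n = 3 per group), a log2 fold change of -1.68 ± 0.26 (adjusted p = 0.0238). The ribosomal RNA gene n-R5-8s1 (ENSMUSG00000065922, chromosome 18, 73533403 to 73533550) fell from 121 ± 11.4 to 57.6 ± 15.5 CPM (-1.07 ± 0.15, adjusted p = 0.0183). The predicted gene Gm47283, named here after its values were seen, rose by 1.12 on the log2 scale. Rpl10, a ribosomal protein that shares an exon with another gene, had a value of -0.86 ± 0.15 (adjusted p = 0.0680), Selenof -0.70 and Snrpf, a splicing factor, -1.23 (adjusted p = 0.0714 for both), and none of these passed. Ice2 (0.60), Snhg12 (0.64) and Ager (2.45) had the smallest p among separated genes with positive values and did not pass. Separation by agent held for 16.7% of genes, where chance gives 10% on average over splits, an excess not tested, and 1280 genes stood at an unadjusted p under 0.05. DESeq2 and the moderated difference called 0, with 771 and 990 genes at an unadjusted p under 0.05. The count of called genes was 30 without HCME replicate 1, in which the most abundant gene took 10.96% of counts against 4.86% to 6.09% in the other CD19 libraries. It was 9 without HCME replicate 2, 2 without LME replicate 1 and 0 without LME replicate 2.

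Of 31 lists tested in CD19 B cells, 9 fell and 1 rose with camera, and 0 passed fry (smallest adjusted p 0.0876). Ribosomal protein genes fell (80 of 81 negative, median -0.32, adjusted p = 5.26e-42, and adjusted p = 0.423 with an estimated correlation), with 0 lower over all genes and 61 adjusted over the list alone. Rps24 went from 3301 ± 352 to 2309 ± 82.5 CPM (-0.52 ± 0.10), and Rps19 had a value of -0.50. In the same libraries the median of the B cell list was -0.11. Mitochondrially encoded genes fell (median -0.33, adjusted p = 3.75e-08, and adjusted p = 0.273 with an estimated correlation), with 0 over all genes and 8 of 8 adjusted over the list alone, among them the complex I subunits mt-Nd4 (-0.37) and mt-Nd5 (-0.36). Oxidative phosphorylation genes encoded in the nucleus fell (median -0.18, adjusted p = 7.74e-10, and adjusted p = 0.447 with an estimated correlation), with 0 passing over all genes and 0 adjusted over the list alone. Genes of the actin cytoskeleton fell (median -0.17, adjusted p = 9.6e-08, and adjusted p = 0.423 with an estimated correlation), with 0 over all genes and 8 adjusted over the list alone, among them Pfn1 (-1.01) and Tmsb4x (-0.38), thymosin beta. MHC class I genes fell (median -0.26, adjusted p = 1.37e-05, and adjusted p = 0.273 with an estimated correlation), with 0 over all genes and 3 adjusted over the list alone, among them H2-D1 (-0.37) and H2-T22 (-0.53).

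The plasma cell list fell in CD19 B cells (median -0.45, adjusted p = 0.000433, and adjusted p = 0.423 with an estimated correlation), with 0 over all genes and 2 adjusted over the list alone. Iglv1 had a value of -1.34 and Xbp1, the factor that drives antibody secretion, -0.54. The B cell list fell (21 genes, median -0.11, adjusted p = 0.000527, and adjusted p = 0.273 with an estimated correlation), with 1 lower adjusted over the list alone, Cd79a (-0.66), a chain of the B cell receptor complex, and 0 over all genes. Its mean log2 CPM was 9.98 with HCME-sEV and 9.86 with LME-sEV (n = 3 per group, exact permutation p = 0.1, the smallest possible). Interferon gamma genes fell (median -0.11, adjusted p = 0.01002, and adjusted p = 0.423 with an estimated correlation), with 0 over all genes and 3 adjusted over the list alone, among them the peptide transporter chain Tap2 (-0.98) and the immunoproteasome subunit Psmb8 (-0.37). Glycolysis genes fell (median -0.10, adjusted p = 0.0350, and adjusted p = 0.731 with an estimated correlation), with 1 adjusted over the list alone, Gapdh (-0.80), and 0 over all genes. Type I interferon genes rose (median 0.07, adjusted p = 0.0483, and adjusted p = 0.791 with an estimated correlation), with 1 higher adjusted over the list alone and 0 over all genes, and values of 0.61 for Ifi213, 0.86 for Mx1 and 0.50 for Ifi214. The interferon gamma call was lost without HCME replicate 2 (adjusted p = 0.0507) or LME replicate 1 (adjusted p = 0.0811), and that of glycolysis without HCME replicate 2 (adjusted p = 0.306), HCME replicate 3 (adjusted p = 0.377) or LME replicate 3 (adjusted p = 0.104). The type I interferon call was lost without HCME replicate 1 (adjusted p = 0.117), HCME replicate 2 (adjusted p = 0.219) or LME replicate 2 (adjusted p = 0.750). Over genes that share no exon with another gene, the calls of type I interferon (adjusted p = 0.131) and glycolysis (adjusted p = 0.0505) were lost.

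All 24 libraries together asked whether the subsets differed in their response. Ifi214, an interferon-induced gene of the HIN-200 family, had log2 values of -1.27 in CD8 T cells, -1.42 in CD4 T cells, 0.53 in Tregs and 0.50 in CD19 B cells, and differed between subsets (adjusted p = 0.0279). Its relative Ifi213 had values of -0.92, -0.60, 0.55 and 0.61 in the same order (adjusted p = 0.0279). Snhg12, a host gene of small nucleolar RNAs, had values of -0.32, -0.42, -0.08 and 0.64 (adjusted p = 0.0465). The predicted gene Gm47283, named after its values were seen, had values of 0.58, -0.35, -0.29 and 1.12 (adjusted p = 0.0279). These were the 4 genes that passed among 14389, and Arhgap15 came next (adjusted p = 0.0875). At an unadjusted p under 0.05 stood 1554 genes. The count was 129 with DESeq2, 0 with the HCME Treg libraries counted as 1 sample and 949 without CD4 HCME replicate 1 and CD19 HCME replicate 1. Leaving out the libraries of all subsets with 1 number and agent gave 776 without HCME replicate 1 and 0 without each of the others.

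The CD8 effect was then set against the mean effect of the other subsets, to test for a response of CD8 T cells alone. That mean holds the CD19 effect, which adds error for T cell genes near 0 in CD19 libraries. Cd226 stood at 0 CPM there, and Cd27 at 0.61 to 2.87 CPM. Ifi203 (-0.61 ± 0.13), Ifi213 (-1.11 ± 0.24), Abhd8 (-1.49), H2-Q4 (-1.27) and Clcf1 (-1.37) had the smallest p, and none passed (adjusted p = 0.218 each). In simulated data this test called 34.0% of genes changed by 1 and 67.7% of genes changed by 2 on the log2 scale. The changed genes were drawn at random from all genes kept, so these shares may not hold for genes near 0 in CD19 libraries. With edgeR, 0 genes passed and 1517 stood at an unadjusted p under 0.05, and DESeq2 called 1. The count was 65 without HCME replicate 1 and 73 without CD4 HCME replicate 1 and CD19 HCME replicate 1. Against CD4 T cells alone 0 genes passed (smallest adjusted p 0.936, 728 genes at an unadjusted p under 0.05), and against Tregs alone 0 (smallest adjusted p 0.367, 1157 genes at an unadjusted p under 0.05). Against CD19 B cells, 5 genes were higher and 36 lower at both limits. Of 36 lists, 12 differed between CD8 T cells and the mean of the others, and 0 of them passed with an estimated correlation. The B cell list was higher (median 0.39, adjusted p = 1.51e-15, and adjusted p = 0.485 with an estimated correlation) and the interferon gamma list lower (median -0.40, adjusted p = 1.29e-05, and adjusted p = 0.485 with an estimated correlation). The pan T list was lower (median -0.65, adjusted p = 0.0380, and adjusted p = 0.826 with an estimated correlation), and the costimulation list did not pass (median -0.62, adjusted p = 0.158). Against CD4 T cells alone 15 lists differed and against Tregs alone 15, among them costimulation (adjusted p = 0.00645 and 2.32e-05), and against CD19 B cells 10, where costimulation did not pass (adjusted p = 0.876). Costimulation genes such as Cd27, Cd28 and Cd226 lay near 0 in CD19 libraries, so that last result says little on specificity. With an estimated correlation 0 lists passed against any subset.

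Averaged over the 4 subsets, the effect of LME-sEV was not detected for any gene. Ccdc125 (-0.76 ± 0.15) and Rapgef3 (0.70 ± 0.14), an exchange factor for Rap proteins activated by cyclic AMP, had the smallest p (adjusted p = 0.189 for both). Zfp771 (0.48), Gramd4 (-0.65) and Spop (-0.37), a substrate adaptor of ubiquitin ligases, followed with an adjusted p of 0.3004. With edgeR and with DESeq2, 0 genes passed, and 1099 stood at an unadjusted p under 0.05 with edgeR. Without HCME replicate 1 the count was 89, and without CD4 HCME replicate 1 and CD19 HCME replicate 1 it was also 89. Of 36 lists, 5 passed, and 0 with an estimated correlation. The B cell list was higher (median 0.10, adjusted p = 1.28e-06, and adjusted p = 0.846 with an estimated correlation) and heat shock genes were higher (median 0.11, adjusted p = 0.0131, and adjusted p = 0.846 with an estimated correlation). MHC class I (median -0.13, adjusted p = 0.000153, and adjusted p = 0.716 with an estimated correlation), mitochondrially encoded genes (median -0.11, adjusted p = 8.24e-05, and adjusted p = 0.495 with an estimated correlation) and ribosomal proteins (median -0.04, adjusted p = 0.000414, and adjusted p = 0.896 with an estimated correlation) were lower.

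**Figure D4:**
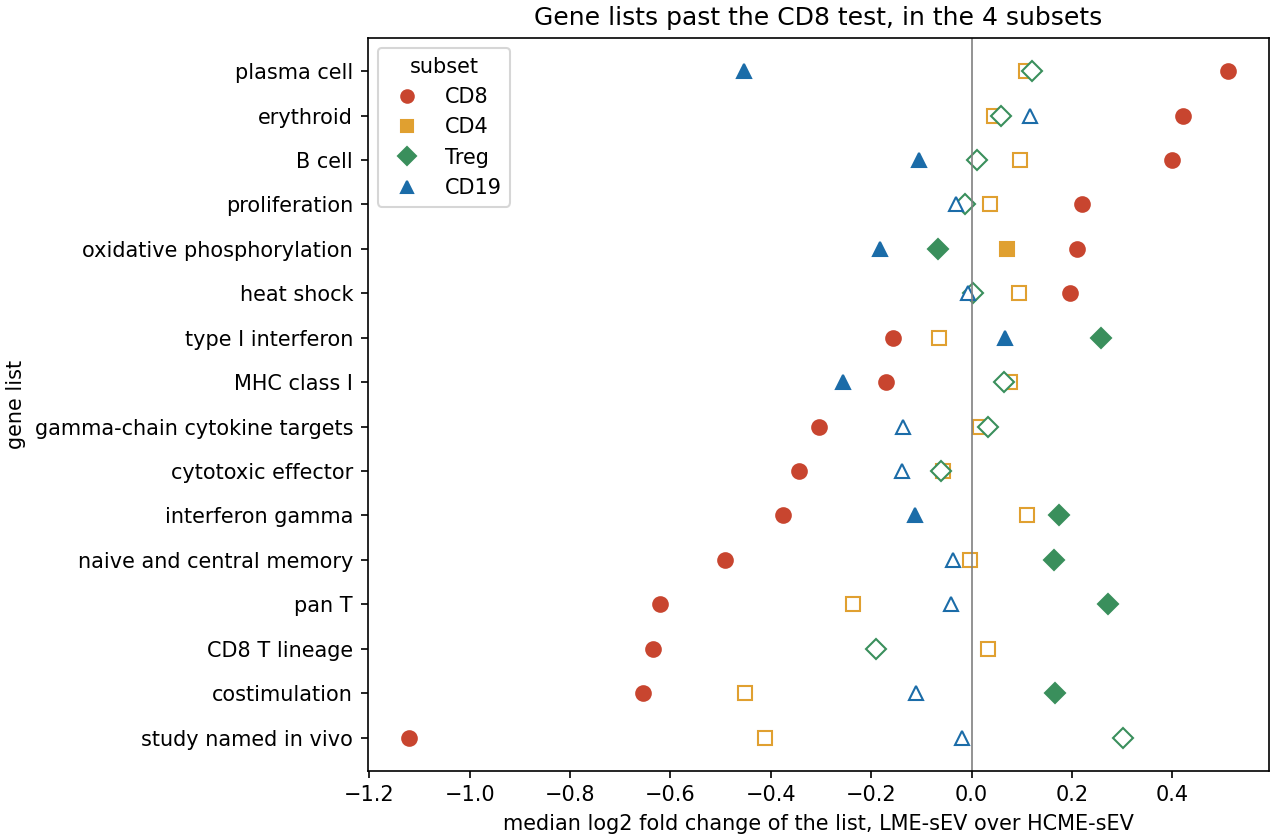
Each point is the median log2 fold change (LME-sEV over HCME-sEV) of a gene list in a subset, for the 16 lists that passed in CD8 T cells, filled where the camera test gave an adjusted p under 0.05 and open where it did not. The pan T median is -0.62 in CD8 T cells and 0.27 in Tregs, and the B cell median is 0.40 in CD8 T cells and -0.11 in CD19 B cells.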

Values the study reported

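For the mice injected over 1 week, the study called genes at an FDR below 0.05 with a log2 fold change limit of 1. In a separate uptake assay fluorescent vesicles were injected once and, 24 hours later, had entered 40% of B cells and, among T cells, 5% to 10%.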

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

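The tests below of the share of T cell RNA by the spread of other cell types' lists, of an effect specific to CD8 T cells, of B cell types, of RNA of both sexes and of shared exons, and the fits with a covariate, were chosen after the result each measures had been seen.

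The effect of LME-sEV differed between subsets for 4 genes, and a difference between groups is what drew attention to them. Adjusted p was 0.0279 for Gm47283, 0.0279 for Ifi214, 0.0279 for Ifi213 and 0.0465 for Snhg12, with Gm47283 named after its values were seen. Of 100 drawn splits of the 24 libraries, 8 gave at least 4 genes and the highest of the others gave 165, so chance is not excluded for this count.

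In CD8 T cells, 24 genes were lower with LME-sEV at an adjusted p under 0.05, with a median log2 fold change of -1.26 over 6 libraries and -1.29 over the 18 T cell libraries. A smaller share of T cell RNA in the LME libraries may account for part of this, since the medians of the B cell, plasma cell and erythroid lists rose by amounts within 0.111 of each other while the pan T median was -0.62 (SD over its genes 0.24). The fall was not confined to the T cell lists. Ddx3y, a gene of the Y chromosome and itself among the 24, stood at 147, 188 and 148 CPM with HCME-sEV. With LME-sEV it stood at 102, 78.0 and 90.8 CPM. That gene was picked after its values were seen, so it does not settle the cause. With the pan T mean as a covariate, the 24 genes kept a median of -0.645 (median SE 0.178), and only 3 of the 24 still passed. That covariate by itself forces the pan T median to near 0 (-0.03). The 24 genes were picked for their fall in the same libraries, and the covariate holds Cd28, which is among them. This fit therefore cannot decide whether that share is the whole cause. With the B cell mean as a covariate the median of the 24 genes was -0.21 (median SE 0.277) and 0 passed, since the fold shrank and its error grew, but that covariate also moved the pan T median to 0.35. An effect specific to CD8 T cells cannot be told apart from one shared with other subsets, as 0 of the 24 genes passed the test against the mean of the others while their median difference was -1.02 with a median SE of 0.428.

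B cell and erythroid transcripts were present in every T cell library, which a sort on CD4, CD8 or YFP should remove. Against B cells of the kind in the CD19 libraries, the B cell list lay at unlike fractions of its CD19 level in CD4 and CD8 libraries (SD 1.27 on the log2 scale). Cells of B-1 type are a candidate source of the B cell transcripts, a hypothesis from lists made after several levels had been seen. It rests on the median log2 ratio to CD19 libraries of 12 B-1 genes, which lay 5.15 above that of 12 B-2 genes, with 12 B-1 and 0 B-2 genes higher. The source of the erythroid transcripts was not tested. Of the B-1 genes 7 are also expressed by T cells (Tox, Lgals1, Prdm1, Ptpn22, Ahr, Plscr1 and Atxn1), and the other 5 had a median of 3.31, with Bhlhe41 at a mean of 272 CPM in CD4 and CD8 against 26.5 CPM in CD19 libraries, and Zbtb32 at 120 against 1.81 CPM. These libraries cannot tell expression of those 5 genes by T cells from a B-1 source. Xist and Ddx3y both stood above 10 CPM in 18 of 18 T cell libraries, consistent with RNA of female and male mice together in each.

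Genes close to 0 in every CD19 library and abundant in every T cell library numbered 101. Of these, 80.2% share an exon with another gene on 1 strand, against 10.3% of genes tested, consistent with reads over shared exons having been counted in the T cell libraries and left out in the CD19 libraries. Pairs of such genes had counts within 10% of each other in 7.25% of pairs in CD8, 6.74% in CD4 and 7.01% in Treg libraries, and in 0.677% in CD19 libraries, while pairs on opposite strands did so in 1.07% to 1.21%. No biological explanation was tested for this pattern. The pattern bears on comparisons between CD19 and T cell libraries and on tests of effects across them. Snhg12, called in the interaction, shares an exon, and 3 genes were called there over genes that share none. Within a subset the pattern held for both agents, but genes that share an exon may count the same reads in T cell libraries. Some list calls within subsets were lost over genes that share none.

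For the counts within a subset, 10 splits are too few for a share under 0.05. In CD8 T cells the real split gave 17 genes, 1 of the 10 splits gave as many, and the highest other gave 4. In CD4 T cells the real split gave 0, which any split reaches (10 of 10), so this says nothing on chance, and the split of HCME replicate 1 with LME replicates 1 and 2 from the rest gave 232, which points to a structure of these libraries apart from the agents. In Tregs, whose HCME libraries may not be separate samples, the real split gave 0, with the same limit (10 of 10), and the highest other gave 6, and in CD19 B cells 3, reached by 1, with a highest other of 2. For lists the real split gave 16 in CD8 T cells (reached by 1 of 10, highest other 13), 3 in CD4 T cells (reached by 9, highest other 18), 12 in Tregs (reached by 3, highest other 16) and 10 in CD19 B cells (reached by 1, highest other 9).

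Among the fits of 24 libraries, the averaged effect gave 0 genes, which any split reaches (100 of 100 drawn, with a highest other of 328), so the splits say nothing there. The 100 drawn splits between subsets used the simpler fit of 2 groups. There, Treg against CD4 T cells gave 2554 genes (reached by 1, the real split, with a highest other of 1). CD8 against CD4 T cells gave 100 (reached by 1, highest other 9) and CD19 B cells against T cells 4804 (reached by 1, highest other 435). These splits take each library as a separate sample, which the labels do not say and HCME Treg libraries may not be. They exclude chance only if that holds.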

How the results depend on the processing

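The covariates, shared-exon genes, summed HCME Tregs and the pair of left-out libraries were chosen after seeing the data. With RLE scaling no call of a list was lost. The number of called genes in CD8 T cells, 17, was 27 with RLE, 37 with DESeq2, 1 with limma-voom, 0 with the moderated difference, 149 with no low-count filter, 54 with at least 5 counts summed over the libraries, 4 with filterByExpr, 68 with all 24 libraries in 1 fit, 28 thinned to the smallest library and 26 with no fold limit. Over the 18 T cell libraries it was 40 with no covariate, 3 with the T marker covariate and 0 with the B marker covariate. Leaving out 1 library gave 0 to 87 (7 without HCME replicate 1, 0 without HCME replicate 2, HCME replicate 3 or LME replicate 1, 3 without LME replicate 2 and 87 without LME replicate 3). In CD4 T cells (0 genes) it was 29 with no low-count filter, 3 with the T marker covariate and 0 to 101 with 1 library left out, the 101 without HCME replicate 1. In Tregs (0 genes) it was 1 with no low-count filter, 1 with at least 5 counts summed and 0 to 11 with 1 library left out, the 11 without LME replicate 3. In CD19 B cells (3 genes) it was 0 with DESeq2, 0 with the moderated difference, 23 with no low-count filter, 9 with at least 5 counts summed, 5 with all 24 libraries in 1 fit and 0 to 30 with 1 library left out (30 without HCME replicate 1, 9 without HCME replicate 2, 2 without LME replicate 1 and 0 without LME replicate 2). The averaged effect (0 genes) gave 53 with no low-count filter, 89 without CD4 HCME replicate 1 and CD19 HCME replicate 1, and 0 to 89 with 1 number left out, the 89 without HCME replicate 1. The CD8 effect against the others (0 genes) gave 1 with DESeq2, 116 with no low-count filter, 73 without that pair of libraries and 0 to 65 with 1 number left out, the 65 without HCME replicate 1. The interaction (4 genes) gave 129 with DESeq2, 324 with no low-count filter, 949 without that pair of libraries, 0 with the HCME Treg libraries summed to 1, and 0 to 776 with 1 number left out, the 776 without HCME replicate 1. Treg against CD4 T cells (2815 genes) gave 5741 with no low-count filter. Other filters change the number of genes tested, and for the rest the cause was not tested.

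With the replicate number as a block, 0 genes were called in CD8 T cells and 0 in CD19 B cells, and it moved no other count by over 1.5 times and ended no call of a list. The numbers did not pair the libraries, since same-numbered libraries of the agents within a subset had residual correlations of -0.135 to 0.195, with 4 of 12 highest with their own number, and those of the subsets within an agent -0.125 to 0.235, with 10 of 36.

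With the B marker covariate, log2 values in CD8 T cells turned to 0.21 for Ms4a4b, 0.73 for Cd96, 0.21 for Runx3, 0.069 for Cd8b1, 0.32 for Cd28, -0.046 for Hbb-bs, 0.60 for Il7r, 0.038 for Socs1, 0.023 for Iigp1, 0.094 for Nsg2, 0.20 for Tcf7, 0.32 for Dapl1, 0.45 for Bcl11b, 0.13 for Cd3g and 0.35 for Lat. With the T marker covariate they turned to 0.42 for Cd96, 0.17 for Il7r and 0.053 for Il2rb. Lists that turned direction with the B marker covariate had adjusted p of 2.37e-07 (pan T), 0.930 (B cell), 0.9997 (plasma cell), 0.694 (the 9 study genes), 0.332 (costimulation), 0.000192 (naive and central memory), 0.930 (type I interferon) and 0.819 (proliferation). In Tregs the costimulation list turned with the T marker covariate (adjusted p = 0.868), and values of named genes turned for Zbtb7b (0.062 without HCME replicate 3 and 0.16 without LME replicate 2, with a range of -0.15 to 0.16 over left-out libraries) and Ccr9 (0.0009 when thinned and 0.061 without LME replicate 1, with a range of -0.21 to 0.061). The cause was not tested.

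Of values of named genes under the alternatives, 3198 kept direction and side of the threshold, 297 newly passed, 164 no longer passed and 22 turned. Of those of called lists, 408 kept both, 175 no longer passed and 9 turned. Genes filtered out under an alternative, and lists left with fewer than 3 genes, gave no value there. With an estimated correlation 16 of 16 calls of lists in CD8 T cells, 3 of 3 in CD4 T cells, 12 of 12 in Tregs and 10 of 10 in CD19 B cells were lost. With 877511 to 3352702 counts per library, 65.7% to 72.9% of genes changed by 1 on the log2 scale were called in simulated data within a subset, and 34.0% for the CD8 effect against the others, and smaller changes were not simulated.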

Other observations

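Fold changes of LME-sEV over HCME-sEV were compared between subsets across genes, which are not independent replicates. The rank correlation was 0.29 between CD8 and CD4 T cells (-0.21 to 0.39 in the other splits of these libraries), -0.25 between CD4 T cells and CD19 B cells (-0.18 to 0.07 in the other splits), -0.11 between CD8 T cells and CD19 B cells, 0.03 between Tregs and CD19 B cells, 0.02 between CD8 T cells and Tregs and -0.02 between CD4 T cells and Tregs. With 10 splits no share under 0.05 can be had. Ifi213 had log2 values of -0.92 in CD8 T cells, -0.60 in CD4 T cells, 0.55 in Tregs and 0.61 in CD19 B cells.

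Sex-linked transcripts differed between the sorted subsets. Xist, the RNA of the inactive X chromosome, stood at 31.4 to 69.9 CPM in CD4 and CD8 libraries, 546 to 780 CPM in Tregs and 0.304 to 1.23 CPM in CD19 libraries. Ddx3y, a gene of the Y chromosome, stood at 23.3 to 188 CPM in T cell libraries and 203 to 334 CPM in CD19 libraries. In CD8 T cells Ddx3y stood at 147, 188 and 148 CPM with HCME-sEV and 102, 78.0 and 90.8 CPM with LME-sEV. In Tregs LME replicate 3 stood with the HCME libraries, with Xist at 735 CPM against 634 and 546 in LME replicates 1 and 2, and Ddx3y at 26.8 against 52.8 and 64.6 CPM.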
